A study of Mus musculus with 6 samples.

How the data were processed

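The samples were libraries of total RNA from sorted haematopoietic stem cells of mice carrying an inducible ETV6-RUNX1 fusion, the product of a translocation found in childhood B-cell precursor leukaemia. According to the sample labels, cells came from mice without doxycycline (uninduced, 3 libraries) or from mice that had received doxycycline in food for 2 weeks (induced, 3 libraries). Stem cells were sorted as lineage-negative, Kit-positive, Sca-1-positive, CD48-negative and CD150-positive cells. Per the labels' protocols, RNA was purified with a single-cell kit, made into stranded total-RNA libraries with a pico-input kit, and sequenced as paired reads on a NovaSeq instrument. Each group was assigned from the library title. The titles also give replicate numbers, shared by the groups, but no label states that same-numbered libraries are related.

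Expression values were analysed in TPM (a length-corrected share of each library), as the authors deposited them in a single table with a column per library. The table's name gives StringTie as the program and TPM as the unit. The aligner, program versions, genome build, annotation release and any read filter are not stated per the labels or headers, and no coordinates are given for that reason. TPM divides reads by gene length and by the sum over all genes, so it keeps no sequencing depth. The depth of each library is therefore unknown, and no counting interval or detection floor can be given. The table also has a GC content column in percent, per the file headers, with 1 value per gene and no sample. It was used only for the GC check. The table holds 60496 rows, of which 5025 repeat a gene ID. Rows were summed per gene ID, giving 55471 IDs, because each column reached its total of 999976 to 999993 TPM only over all rows. For 131 IDs the repeated rows held different values.

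Because the values are not counts, tests were run on log2(TPM + 1) with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a trend of variance on expression. Genes with a mean of at least 1 TPM over the 6 libraries were tested, which left 13470 genes. The tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes are on the log2(TPM + 1) scale, which understates changes of low genes. For 15 focus genes, adjustment over the list alone is given beside that over all tested genes. Gene lists, 11 in number, were written by hand from general knowledge before the data were examined. They were tested with the competitive test camera, with an inter-gene correlation of 0.01, adjusted over the 11 lists. List changes are the mean log2 change of the tested members minus the median change of all tested genes. Shares of TPM by gene type were compared with an exact two-sided permutation test, for which 3 libraries against 3 cannot give a p below 0.1. These were adjusted over 15 measures. Gene types were those in the deposited table.

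The named genes were set by a rule fixed before the data were examined. Among the focus genes, Etv6, Runx1, the sorting markers and those with a changed call are given in full. Of the other genes with an adjusted p under 0.05 and non-overlapping groups, the 5 higher and the 5 lower with the largest log2 change are given. A gene singled out by its values outside this rule is said to have been chosen after they were seen. Xist and Ddx3y come from a list of sex-linked genes written before the data were examined, and Rpph1 is named as the gene Rprl3 and Rprl2 resemble.

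The limma step was tested on simulated data with the means and moderated variances of the 13470 real genes, of which 200 with a geometric mean of about 5 TPM or more were changed. Of the genes changed by 2 log2 units 94% were recovered, and 36% of those changed by 1 log2 unit. Of 138 calls 8 were false, or 5.80%. The simulated groups had no overall offset between them, unlike the real ones, so this share is not the error rate of the real calls. Of 100 random lists 2 had a camera p under 0.05. Genes were drawn independently, so this does not test how camera behaves when genes of a list vary together.

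The alternatives chosen before the data were examined were pseudocounts of 0.1 and 5, no expression filter, a mean of at least 5 TPM, median-of-ratios scaling, quantile normalization, rescaling without short RNA and mitochondrial genes told by symbol, no variance trend, array weights, a replicate block, and leaving out each library in turn. For the lists, an estimated inter-gene correlation and the self-contained test fry were added to these. For the shares of TPM, detection at 0.1 TPM and the 100 highest genes were used. Rescaling by symbol could not remove short RNA genes whose symbols start with Gm, which took much of the TPM. Rescaling to nuclear protein-coding genes by gene type was therefore added after seeing the data, as was a loess correction for GC content and gene length, alone and with the replicate block. The loess correction is fitted to each library's deviation from the gene means, so it also removes the library's overall offset. It moved the median log2 change from -0.35 to 0.0041, while the change it made had an SD of only 0.041 over genes. A first trial of the gene-type rescaling applied the expression filter after rescaling. The version kept applies it to the deposited TPM, so that a single choice changes. Gene lengths were exon unions from GENCODE M21, used only for length, position relative to other genes, and transcript sequence. The table's IDs were found in it for 99.6% of genes, and lengths for 99.9% of the tested genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and transcripts were aligned with Biopython 1.88.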

Results

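Transcript abundance was measured by total RNA sequencing in sorted haematopoietic stem cells from uninduced mice (n = 3) and from mice induced with doxycycline for 2 weeks (n = 3), to ask how expression of the ETV6-RUNX1 fusion changes stem cell transcripts. No library from mice that received doxycycline without the fusion was analysed here, so the comparison covers induction and doxycycline together. The values were TPM and the depth of each library was unknown. Between libraries of one group, the Spearman correlation across genes was 0.884 to 0.903, and between groups it was 0.836 to 0.853. Genes are not independent replicates, and these values describe similarity only. The first principal component held 42.3% of the variance and separated the groups. Xist was listed at 0 TPM in all 6 libraries, and Ddx3y ranged from 12.0 to 18.2 TPM, so the libraries did not differ in these sex-linked transcripts.

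The composition of the libraries was compared first, because TPM is a share of the library. Nuclear protein-coding genes held 29.8% ± 3.13 (SD, n = 3) of the TPM in uninduced libraries and 21.9% ± 1.35 (SD, n = 3) in induced libraries. Mitochondrially encoded genes held 12.4% ± 1.22 (SD, n = 3) and 9.60% ± 0.533 (SD, n = 3), respectively. MicroRNA-type genes held 22.8% ± 6.31 (SD, n = 3) of the TPM in uninduced libraries and 36.7% ± 3.93 (SD, n = 3) in induced libraries. Most of this difference lay in Gm23935, chosen after its values were seen, at 93248 ± 71908 TPM (SD, n = 3) and 225073 ± 47655 TPM (SD, n = 3). The type is only that of the deposited table. Whether such values reflect microRNA was not tested, so this share gives no measure of microRNA abundance. The 10 highest genes held 52.5% ± 3.80 (SD, n = 3) of the TPM in uninduced libraries and 62.5% ± 2.12 (SD, n = 3) in induced libraries. Genes with at least 1 TPM numbered 13247 ± 167 (SD, n = 3) and 12760 ± 186 (SD, n = 3). The groups did not overlap in any of these measures. The numbers of genes at 0.1 TPM or more and above 0 did overlap, each with an exact permutation p of 0.3. Each measure without overlap had an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 can give, and an adjusted p of 0.167 over 15 measures, so none passed a threshold of 0.05. The share in genes typed as rRNA overlapped, at 5.24% ± 1.17 (SD, n = 3) and 5.36% ± 0.595 (SD, n = 3), with an exact permutation p of 1. Mitochondrially encoded genes were told by symbol, and 13 of them are protein-coding. The highest of these 13 was mt-Co1 in uninduced libraries, at 2991 ± 325 TPM (SD, n = 3). In induced libraries it was mt-Cytb, at 1761 ± 127 TPM (SD, n = 3). Most of the mitochondrial share thus lay in other mitochondrial genes, and the type rRNA may leave out mitochondrial ribosomal RNA. Of the alternatives, removing short RNA and mitochondrial genes by symbol moved the difference in the share of the 10 highest genes most, from 10.03 to 16.6 percentage points.

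**Figure D1:**
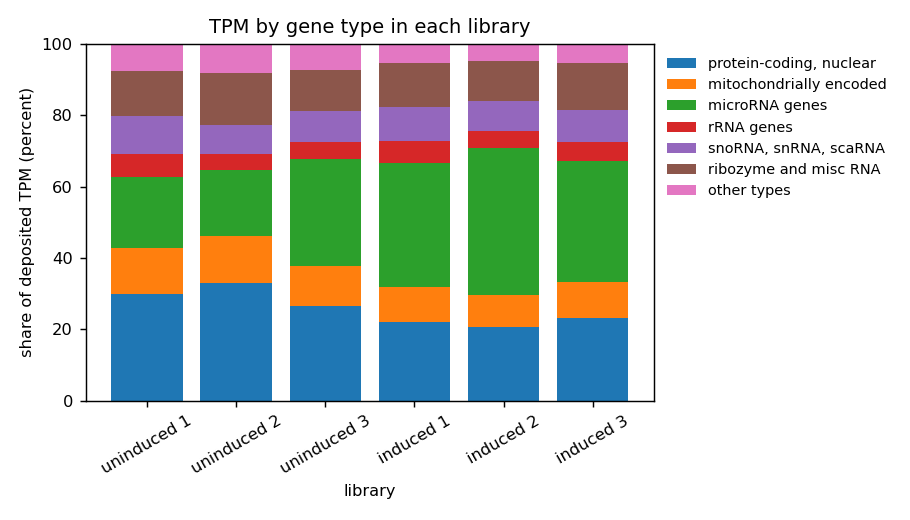
Stacked bars give the share of deposited TPM in percent (y axis) by gene type in each of the 6 libraries (x axis). Nuclear protein-coding genes held 20.5 to 23.2% in the induced libraries and 26.6 to 32.9% in the uninduced libraries.

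Differential abundance was then tested across 13470 genes with limma. At an adjusted p under 0.05, 1549 genes passed, of which 174 were higher and 1375 lower in induced cells. At an unadjusted p under 0.05 there were 3762 genes. Groups did not overlap for 4453 genes, or 33.1%, where chance gives 10%. The median log2 change of the tested genes was -0.35, so the deposited scale is offset between the groups. The split by direction moved most with the scaling. After median-of-ratios scaling the median change was 0.0033, and 806 genes passed, 388 higher and 418 lower. Of these, 590 were among the 1549, and all 590 changed in the same direction. Changes below are on the deposited scale, with the value after median-of-ratios scaling beside it where the scaling changes a call or a sign.

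**Figure D2:**
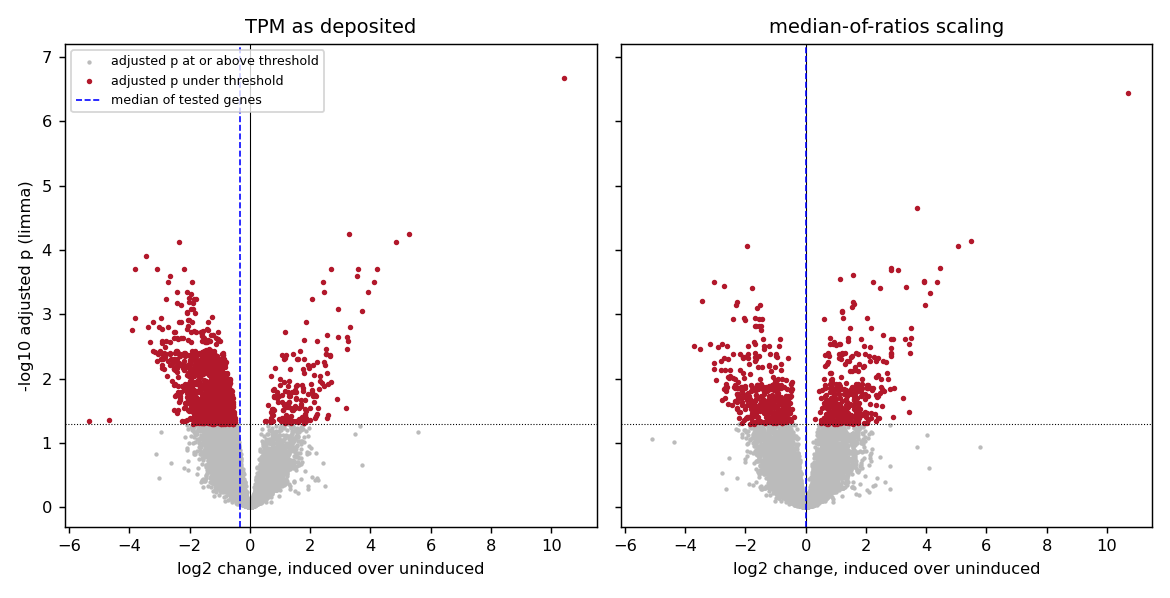
Each point is a tested gene, with the log2 change of induced over uninduced cells on the x axis and the -log10 adjusted p from limma on the y axis, as deposited (left) and after median-of-ratios scaling (right). Red points passed the threshold, 1549 on the left and 806 on the right, and the dashed line is the median change, -0.35 and 0.0033.

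Of the 15 focus genes, 12 could be tested, and 5 passed the threshold both over all genes and over the list. Etv6 (ENSMUSG00000030199) was at 84.5 ± 9.48 TPM (SD, n = 3) in uninduced and 83.0 ± 3.70 TPM (SD, n = 3) in induced cells, a log2 change of -0.02 (SE 0.16, limma adjusted p 0.949). Its change was 0.38 after median-of-ratios scaling, with an adjusted p of 0.126. Runx1 (ENSMUSG00000022952) was at 37.1 ± 8.45 and 44.4 ± 5.24 TPM (SD, n = 3 each), a log2 change of 0.27 (SE 0.22, limma adjusted p 0.452). Runx1 passed narrowly after rescaling to nuclear protein-coding genes, a setting chosen after seeing the data (0.71, adjusted p 0.0489), and under no other alternative. For both genes the groups overlapped on the deposited scale. The values are of the mouse gene rows, and transcripts of the fusion were not separated from them.

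Among the sorting markers, Ly6a (ENSMUSG00000075602), which encodes Sca-1, rose from 14.2 ± 2.15 to 37.3 ± 6.19 TPM (SD, n = 3 each), a log2 change of 1.33 (SE 0.23, limma adjusted p 0.00694, over the list 0.000702). Kit (ENSMUSG00000005672) fell from 172 ± 51.97 to 95.7 ± 6.48 TPM (SD, n = 3 each), a log2 change of -0.81 (SE 0.21, limma adjusted p 0.0354, over the list 0.00739). This call was lost after median-of-ratios scaling, at -0.40 with an adjusted p of 0.224, and when any library but uninduced replicate 3 was left out. Slamf1 (ENSMUSG00000015316), which encodes CD150, was at 13.1 ± 2.47 and 7.53 ± 3.30 TPM (SD, n = 3 each), with overlapping groups and a limma adjusted p of 0.155. Cd48 (ENSMUSG00000015355) was below the filter, at 3.02, 0 and 0.690 TPM in the uninduced and 0.991, 0 and 0 TPM in the induced libraries.

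Procr (ENSMUSG00000027611), a stem cell surface marker, rose from 45.02 ± 5.62 to 100.6 ± 11.003 TPM (SD, n = 3 each), a log2 change of 1.15 (SE 0.18, limma adjusted p 0.00491, over the list 0.000480). Hlf (ENSMUSG00000003949), a stem cell transcription factor, rose from 78.3 ± 14.3 to 132 ± 15.4 TPM (SD, n = 3 each), a log2 change of 0.76 (SE 0.18, limma adjusted p 0.0294, over the list 0.00672). The Hlf call was lost when any library but uninduced replicate 2 was left out. Mki67 (ENSMUSG00000031004), a proliferation marker, fell from 49.9 ± 2.83 to 7.04 ± 0.856 TPM (SD, n = 3 each), a log2 change of -2.67 (SE 0.22, limma adjusted p 0.000255, over the list 2.99e-06). Mecom did not pass on the deposited scale (log2 change 0.41, limma adjusted p 0.178) and passed after median-of-ratios scaling (0.81, adjusted p 0.0141). Meis1, Cdkn1c and Flt3 did not pass on either scale. Il7r and Dntt, which mark lymphoid cells, were listed at 0 in all 6 libraries.

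**Figure D3:**
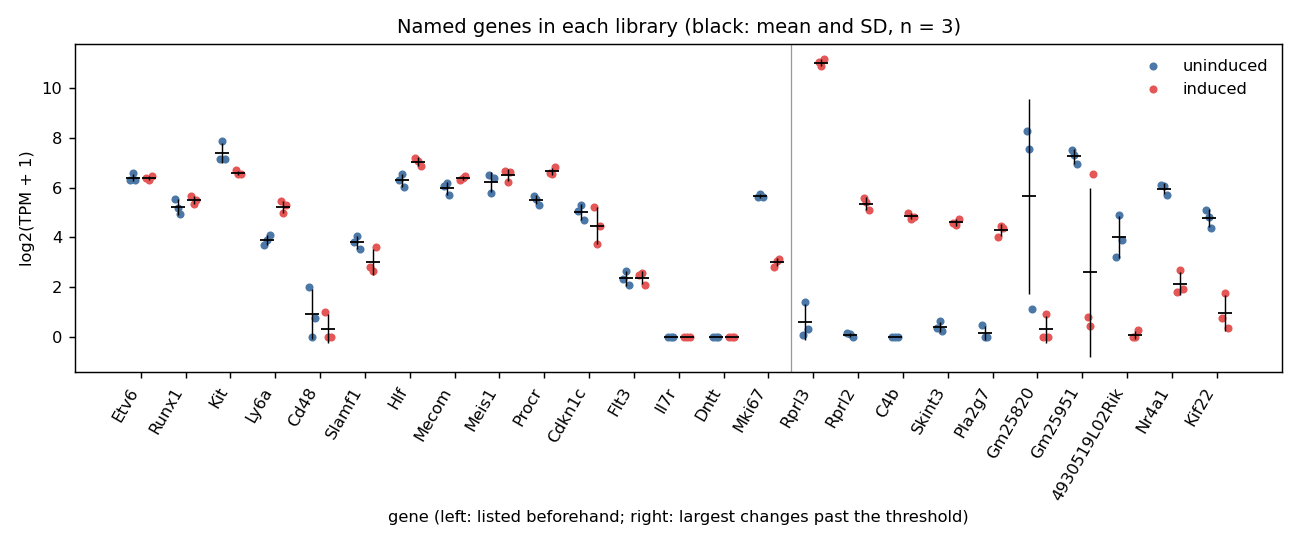
Points give log2(TPM + 1) (y axis) of each library for the 15 focus genes (left of the line) and the 10 genes chosen by size of change (right), with the mean and SD of 3 libraries in black. Mki67 sat between 48.05 and 53.2 TPM in uninduced libraries and between 6.11 and 7.79 TPM in induced libraries.

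The largest increases past the threshold were in Rprl3 (ENSMUSG00000088025) and Rprl2 (ENSMUSG00000087775), which resemble the ribonuclease P RNA gene Rpph1. Rprl3 rose from 0.662 ± 0.885 to 2109 ± 207 TPM (SD, n = 3 each), a log2 change of 10.43 (SE 0.31, limma adjusted p 2.16e-07). Rprl2 rose from 0.0650 ± 0.0579 to 40.6 ± 6.85 TPM (SD, n = 3 each), a log2 change of 5.28 (limma adjusted p 5.56e-05). Their transcripts share 89.6% and 89.3% of aligned bases with Rpph1, so their values are uncertain where reads could be assigned to either gene. C4b (ENSMUSG00000073418) was listed at 0 in the 3 uninduced libraries and at 30.7, 26.1 and 27.4 TPM in the induced libraries (limma adjusted p 7.56e-05). Skint3 (ENSMUSG00000070868) rose from 0.334 ± 0.185 to 23.5 ± 2.33 TPM (SD, n = 3 each, limma adjusted p 0.000197). Pla2g7 (ENSMUSG00000023913) rose from 0.135 ± 0.234 to 18.8 ± 3.02 TPM (SD, n = 3 each, limma adjusted p 0.000310).

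The largest decreases included the short RNA genes Gm25820 (ENSMUSG00000105448) and Gm25951 (ENSMUSG00000093071), with log2 changes of -5.35 (SE 1.48, limma adjusted p 0.0451) and -4.67 (SE 1.27, limma adjusted p 0.0432). Both varied widely between replicates, and both calls were lost after median-of-ratios scaling, with adjusted p of 0.0863 and 0.0955. The call was also lost when any library but uninduced replicate 3 was left out for Gm25820, and any but induced replicate 3 for Gm25951. The long noncoding RNA gene 4930519L02Rik (ENSMUSG00000105652) fell from 17.2 ± 10.8 to 0.0688 ± 0.119 TPM (SD, n = 3 each, log2 change -3.92, limma adjusted p 0.00174). Nr4a1 (ENSMUSG00000023034), an immediate early gene, fell from 61.6 ± 9.05 to 3.58 ± 1.61 TPM (SD, n = 3 each, log2 change -3.82, limma adjusted p 0.000197). Kif22 (ENSMUSG00000030677), a mitotic kinesin, fell from 26.8 ± 6.81 to 1.13 ± 1.14 TPM (SD, n = 3 each, log2 change -3.81, limma adjusted p 0.00115).

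Gene lists addressed whether groups of genes shifted relative to the median gene. Of 11 lists, 8 passed an adjusted p of 0.05 with camera, and estimating the inter-gene correlation, the alternative that moved this most, left 3. The mitosis list fell by 1.83 log2 units relative to the median (39 genes, camera adjusted p 5.31e-22), with 33 of its genes called lower and none higher, and 26 lower after median-of-ratios scaling. The DNA replication list fell by 1.45 (40 genes, camera adjusted p 7.66e-21), also with 33 called lower, and 26 after median-of-ratios scaling. The erythroid list, which includes the globins, rose by 1.37 (17 genes, camera adjusted p 1.64e-09), with 8 genes called higher and 1 lower, and 8 and 0 after median-of-ratios scaling. These 3 lists passed under each alternative, including the estimated correlation.

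The stem cell identity list rose by 0.29 relative to the median (44 genes, camera adjusted p 0.000801), while its mean on the deposited scale was -0.05. It had 8 genes called higher and 6 lower on the deposited scale, and 10 higher and 2 lower after median-of-ratios scaling. It did not pass with an estimated correlation (adjusted p 0.245). The interferon response list rose by 0.43 relative to the median (33 genes, camera adjusted p 0.00116), with 25 genes above the median. Of its genes 0 were called higher and 1 lower on the deposited scale, and 2 higher and 0 lower after median-of-ratios scaling. The mean of the myeloid list rose by 0.40 (13 genes, camera adjusted p 0.0202), with 3 genes called higher and 1 lower, and 6 and 0 after median-of-ratios scaling. Only 6 of its genes lay above the median and 7 below, so most of them did not share the rise. The integrated stress response list fell by 0.47 (27 genes, camera adjusted p 0.00270), with 11 genes called lower and 0 higher, and 6 and 1 after median-of-ratios scaling. The mitochondrially encoded list fell by 0.39 (13 genes, camera adjusted p 0.000444), with 6 called lower and 0 higher, and 3 and 0 after median-of-ratios scaling. None of these 5 lists passed with an estimated correlation. The lymphoid priming, megakaryocyte and platelet, and immediate early lists did not pass, with camera adjusted p of 0.696, 0.771 and 0.443. The expression minimum was reached by 17 of 35 genes of the lymphoid priming list and by 13 of 25 of the myeloid list.

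**Figure D4:**
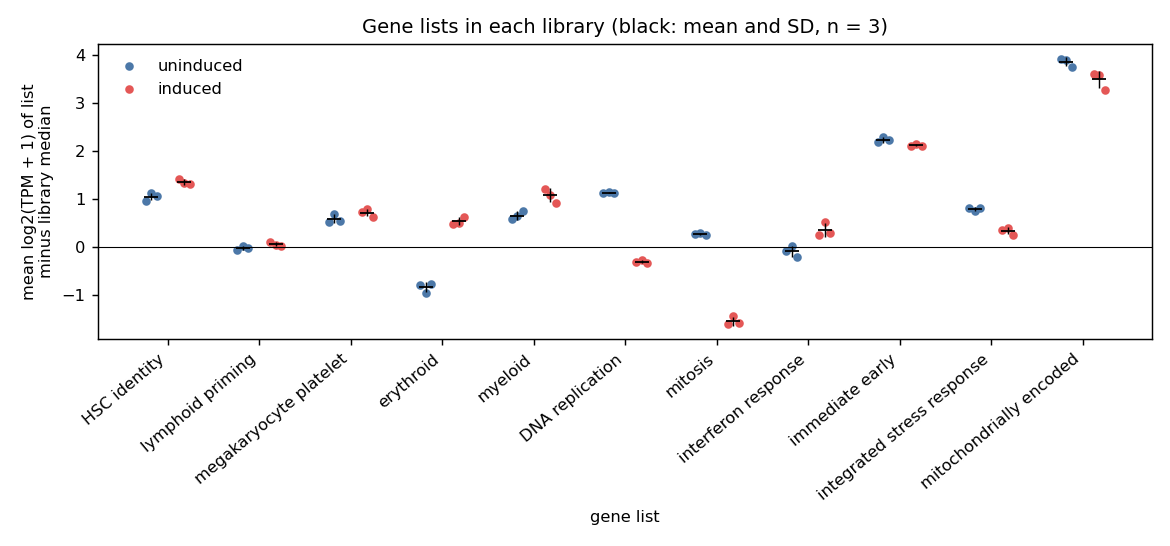
Points give, for each library, the mean log2(TPM + 1) of each list minus the library's median over tested genes (y axis), with the mean and SD of 3 libraries in black. The mitosis list lay between 0.25 and 0.28 in uninduced libraries and between -1.61 and -1.44 in induced libraries.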

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

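The gene counts and most named genes were recomputed under 19 alternatives and most lists under 21. The number of detected genes and the share of the 10 highest genes were recomputed under 8, and the shares of mitochondrially encoded and protein-coding genes under 6. The gene-type rescaling and the GC and length correction were chosen after seeing the data. The total of 1549 genes (174 higher, 1375 lower) was 752 (96 and 656) without the expression filter, 806 (388 and 418) under median-of-ratios scaling, 814 (374 and 440) under quantile normalization and 767 (108 and 659) without the variance trend. It was 886 (435 and 451) after gene-type rescaling and 859 (388 and 471) after GC and length correction. Leaving out each library in turn gave 573 to 1198 genes, with 69 to 128 higher and 494 to 1070 lower. Rescaling by symbol gave 1848 genes. The median change of all genes was -0.44 there and from -0.0048 to 0.0251 in the median-of-ratios, quantile, gene-type and GC and length settings, in which higher and lower calls were close in number. For the other differences in number the cause was not tested.

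With the replicate block, 902 genes passed (782 lower), of which 882 were among the 1549, and 3 focus genes. With the replicate block and GC and length correction, 592 passed (331 lower). Same-numbered libraries are from different mice, and their deviations from the group means had a mean correlation of 0.0078. The block left 8 lists past the threshold, as without it.

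The 5 focus genes became 3 without the expression filter and without the variance trend, 4 after rescaling by symbol, and 3 to 4 when a library was left out. Kit and Hlf were the calls lost. After gene-type rescaling the count was 6, with Kit lost and Mecom (0.85, adjusted p 0.00557) and Runx1 (0.71, adjusted p 0.0489) gained. Runx1 did not pass under the other alternatives, where it was higher in induced cells with adjusted p up to 0.742. Mecom also passed under median-of-ratios scaling, quantile normalization, and GC and length correction with or without the block. Kit was lost in each of these settings (adjusted p 0.160 to 0.257), so the count stayed at 5 with different genes. Procr, Ly6a and Mki67 passed under each of the 19 alternatives. The Etv6 change of -0.02 became 0.38 under median-of-ratios scaling, 0.36 under quantile normalization, 0.42 after gene-type rescaling and 0.34 after GC and length correction, with or without the block, and ranged from -0.066 to 0.069 when a library was left out. Its adjusted p ranged from 0.0627 to 0.987. Flt3 became -0.044 after rescaling by symbol and ranged from -0.10 to 0.18 when a library was left out. The cause of these changes of sign was not tested beyond the scalings named. Leaving out single libraries aside, of the results for named genes 26 results became weaker, 6 became stronger and 6 reversed.

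The 8 lists became 3 with an estimated inter-gene correlation. The lists that weakened were stem cell identity (0.29, adjusted p 0.245), interferon response (0.43, adjusted p 0.245), integrated stress response (-0.47, adjusted p 0.0939), mitochondrially encoded (-0.39, adjusted p 0.247) and myeloid (0.40, adjusted p 0.135). The myeloid list also weakened without the filter (0.15, adjusted p 0.0687) and with the block and GC and length correction (0.43, adjusted p 0.0719). When a library was left out it ranged from 0.33 to 0.47, and it did not pass without induced replicate 1 (0.33, adjusted p 0.0697). Under fry, which tests the deposited scale without subtracting the median, stem cell identity reversed to -0.054, lymphoid priming to -0.28 and megakaryocyte and platelet to -0.23. Myeloid weakened to 0.059 (adjusted p 0.0637) and interferon response to 0.081 (adjusted p 0.674), and immediate early passed at -0.48 (adjusted p 0.0165). Lymphoid priming also reversed to -0.041 without the filter and to -0.11 at a mean of at least 5 TPM, and megakaryocyte and platelet to -0.081 without the filter. The cause was not tested for the filters.

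The difference in detected genes, -487, was -213 at 0.1 TPM, where the groups overlapped (exact permutation p 0.3). The difference in the share of the 10 highest genes, 10.03 percentage points, was 16.6 after rescaling by symbol. The shares of mitochondrially encoded and protein-coding genes have no value after rescaling by symbol, nor has the mitochondrially encoded list after either rescaling. Rprl3 and Rprl2 are removed by both rescalings, 4930519L02Rik, Gm25820 and Gm25951 by the gene-type rescaling, and Flt3 by a mean of at least 5 TPM. The depth is unknown, so its limit on low genes could not be computed.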

Other observations

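The tests of scaling, of genes matched on GC content and length, of the Rpph1 ratio, of pseudogenes, of non-globin erythroid genes, of progenitor genes and of doxycycline were chosen only after the results they bear on had been seen. Every explanation below is a hypothesis, found and tested on the same 6 libraries.

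The excess of genes lower in induced cells, 1375 against 174, may come from a few short RNA genes taking most of the TPM. After rescaling to nuclear protein-coding genes the median log2 change was 0.0251 in place of -0.35, and 435 genes were higher and 451 lower. Rescaling to the total of the tested genes brings their median near 0 whatever moved it, so this does not single out the short RNA genes. The deposited TPM gives no means of telling whether the short RNA share itself differs through the cells or through RNA handling and library preparation, and this was not tested.

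The fall of the DNA replication and mitosis lists was weighed against technical explanations. GC and length correction left a largest adjusted p of 1.57e-25, but it moved the mean of each list by only 0.0047 log2 units and so shows little. Genes matched on GC content (within 2 percentage points) and length (within 0.25 log2 units) were therefore drawn 10000 times. Their mean change was 0.02 relative to the median for DNA replication and 0.03 for mitosis, and reached -0.35 and -0.33 at the lowest. The share of draws as low as either list was 0.0001, the smallest these draws can give. Under median-of-ratios scaling at least 80.5% of the mean change was kept, so scaling does not account for most of it. More progenitor cells in the uninduced sorts could lower these lists, since progenitors divide more. A hand-written progenitor list did not fall with them but shifted up by 0.43 relative to the median gene after gene-type rescaling (8 of 11 genes tested, camera p 0.0603). Of these genes 2 were called higher. With so few genes, a different progenitor content is not excluded. Fewer dividing cells in the induced sorts is a hypothesis that cannot be told apart from a different progenitor content or from an effect of doxycycline itself.

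Some transcripts were on in one group and off in the other, meaning at least 5 TPM in each library of one group and at most 0.5 TPM in each of the other. There were 11 such genes, 7 on in induced and 4 on in uninduced libraries. Besides genes named above, Tspan7 and Nkg7, chosen after their values were seen, were examples. Tspan7 was at 18.1, 14.3 and 11.8 TPM in induced libraries and at most 0.0595 TPM in uninduced ones. Nkg7 was at 6.21, 15.8 and 5.84 TPM in uninduced libraries and listed at 0 in induced ones. Kif20a, also on in uninduced libraries and chosen after its values were seen, belongs to the mitosis list. It fell with that list (log2 change -2.93, limma adjusted p 0.00281), so the fall of the list is another reading for Kif20a. A mislabelled sample was tested by setting the criterion on the other 5 libraries, and at most 11.8% of the genes were then in the state of the other group in any library. Strain or linked genomic segments differing between the groups could give such genes. No pairs lay within 2 Mb of each other, where random matched genes gave 0.154 pairs on average, and a share of 1 of the draws had as many. With 11 genes this test has little power, and unlinked strain differences would pass it, so the pattern cannot be told apart from a strain difference. Mice of different developmental age in the 2 groups could give it as well. Only 3 of 17 fetal genes could be tested, with a camera p of 0.103, which leaves this open. Igf2bp2, one of them and chosen after its values were seen, was at 6.42 ± 0.559 TPM (SD, n = 3) in uninduced and 0.304 ± 0.389 TPM (SD, n = 3) in induced cells. The other tested fetal genes, Arid3a and Hmga2, were not called after gene-type rescaling. Arid3a was lower in induced cells (log2 change -1.01, limma adjusted p 0.145), while Hmga2 went the other way (0.78, limma adjusted p 0.470).

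Rprl3 was 3.71 to 3.85% of the Rpph1 value in each induced library and at most 0.00201% in the uninduced libraries. Reads shared with the parent gene Rpph1 at a constant rate would give similar ratios, but the ratio differed 4555-fold between the groups. For reads placed differently between gene copies in the 2 groups, processed pseudogenes were compared with protein-coding genes matched on expression. Of 1227 processed pseudogenes 3.02% were called after median-of-ratios scaling, against 6.14% of matched genes, and a share of 1 of the draws had as high a share of calls. The direction of the calls was uneven, with 4 pseudogenes higher and 33 lower. Of the called pseudogenes 89.2% were lower, against a mean of 53.3% of the called matched genes, and the share of draws as high was 0.0001, the smallest these draws can give. The share of calls thus gives no sign of differing read placement, while the direction leaves it open. Both comparisons cover gene copies in general and not Rprl3. The nearly constant ratio within the induced libraries is what a sequence variant of Rpph1 carried by the induced mice might give, and no reads were used here to test it.

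Globin transcripts were higher in induced cells, for example Hbb-bs, chosen after its values were seen, at 15.2 ± 7.29 and 177.5 ± 22.3 TPM (SD, n = 3 each, limma adjusted p 0.000255). Globin genes have near-identical copies, so single values are uncertain. RNA from other cells (mature erythroid cells) is a candidate source. Non-globin genes of the erythroid list rose with the globins by 1.04 on average relative to the median gene after gene-type rescaling (camera p 0.0287), with 4 of 13 tested genes called higher and 8 above the median change. The other 5 lay below it, so the rise was not shared by all of these genes. The rise cannot be told apart from erythroid RNA carried into the sorted cells.

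Doxycycline itself could change many genes. The integrated stress response list, which inhibition of mitochondrial translation raises, had a mean change of -0.471 relative to the median gene, and the mitochondrially encoded list also fell. Of the stress response genes 21 lay below the median and 6 above, so the mean does not describe all of them. Trib3 and Ddit3, chosen after their values were seen, were among those above (1.05 and 0.73 relative to the median). As no doxycycline-only library was analysed, every difference above remains open to this explanation.

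Mycn, chosen after its values were seen, had the largest change of the stem cell identity list, from 140 ± 19.9 to 12.2 ± 3.32 TPM (SD, n = 3 each), a log2 change of -3.44 (limma adjusted p 0.000123) and -3.05 after median-of-ratios scaling. It moved against the list as a whole, which rose relative to the median. No explanation of this was tested.

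Other splits of the 6 libraries were refitted. Of the 10 splits, 1 gave as many as 1549 genes, 1 gave as many as 5 focus genes, and 1 gave as many as 8 lists, in each case the real split. The others gave 0 to 5 genes and 2 to 4 lists each, so camera also passed lists under groupings other than the real one. These splits still set unequal numbers of induced libraries against each other, so part of the real difference may remain in them. Of the 4 splits that part all 3 same-numbered pairs, the real one included, the others gave at most 1 gene and 4 lists, and the remaining splits part 1 pair. With 10 splits the share cannot be below 0.1, so chance is not excluded by this test.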
